A study of Mus musculus with 16 samples. Its data were reported in "Targeting transcription in heart failure via CDK7/12/13 inhibition" (2022).

How the data were processed

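Ventricle pieces from 16 C57BL/6J mice, aged 10 to 12 weeks at the start of the experiment, were sequenced, with 4 mice each in Sham-Veh, Sham-THZ1, TAC-Veh and TAC-THZ1. Per the labels, THZ1 was injected intraperitoneally at 10 mg/kg with 2 doses a day from day 1 to day 60 after surgery, and libraries were made with a stranded mRNA kit. The authors aligned the reads to the mm9 mouse genome with TopHat and counted reads per GENCODE gene with htseq-count in its reverse-stranded mode. They then divided each library's counts by a size factor from DESeq2, estimated over all mouse libraries in one run. The deposited signal is therefore a normalized count per gene and library. It covered 22372 protein-coding genes, of which 4484 were at 0 in every library, and all of them were matched to a gene of the GENCODE annotation on NCBIM37, from which positions, gene spans, exon lengths and transcript GC content were taken. Gene identifiers that shared their symbol with another identifier numbered 274.

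Within each library the values were whole multiples of a smallest step, and dividing by that step gave whole reads for 100% of the values. The recovered totals were 21.4 to 35.8 M (mega) reads, and the size factors were 0.749 to 1.40. These totals hold the reads counted in protein-coding genes and not the reads sequenced. Chi-square per degree of freedom between replicates of a group was 2.98 to 98.0. Replicates were different mice, so a spread above counting noise does not tell technical from biological variation. The labels gave no sequencing batch or date, so batches could not be compared.

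Because the values were normalized, the main test was limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with 1 mean per group over all 16 libraries, no covariates, and eBayes with a trend of variance on mean. Genes needed a normalized count of at least 10 in at least 4 libraries, which left 13331. P-values were adjusted by the method of Benjamini and Hochberg over these genes within each of 5 contrasts. Genes were called higher or lower with TAC at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, and with THZ1 in TAC at 0.89, thresholds taken from the methods of the study. The threshold for THZ1 had been set there on the change of Nppb in these libraries. The sham and interaction contrasts used the adjusted p alone. Principal components were computed on centred log2 values of the 2000 genes with the highest variance, and differences of group means were tested with exact two-sided permutation tests, whose smallest possible p for 4 against 4 is 0.0286. In total, 21 lists of canonical marker genes were tested with camera at a correlation of 0.01 and with fry.

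The genes named were the 10 of the panel, the 5 with the largest log2 fold change in each direction for TAC and for THZ1 in TAC, and the 5 with the smallest adjusted p for THZ1 in sham and for the interaction. The largest changes were taken among genes past the adjusted p, with a mean of at least 100 normalized counts over all libraries and no overlap between the values of the 2 groups. Genes of this rule that are not named are not reported here. Other genes named were chosen after their values were seen, as were lists of neutrophil, erythroid, interferon, aryl hydrocarbon receptor and atrial genes used in further tests.

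Alternatives covered the pseudocount, the filter on low counts, upper quartile and quantile scaling, a fit of the groups compared alone, robust eBayes, array weights, the replicate number as a block, other thresholds, leaving out each library in turn, and count models on the recovered reads with DESeq2 1.42.0 and with the quasi-likelihood test of edgeR 4.0.16. The DESeq2 model called 687 genes higher with TAC and 533 lower with THZ1 in TAC, and edgeR called 681 and 537. Another 3 alternatives were added after the data had been seen. The first took Sham-THZ1 as the reference for TAC. The second left out genes on the other strand of an abundant gene and all mitochondrial genes. The third was DESeq2 without a filter on low counts. The last of these was added after the gene numbers of the study were known, to follow its stated workflow more closely. Other groupings of the libraries were fitted for each count, with all 35 splits of 8 libraries or 100 drawn with a fixed seed. The simulated values for the genes lower with TAC and for the directions of genes past both adjusted p-values were added after the data had been seen.

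The scripts were tested on simulated data, in which counts for the 13331 genes were drawn from the means and library sizes of the real libraries and 200 genes were changed 2-fold or 4-fold. At a 5% adjusted p, limma called 93.5% of the changed genes and 4.10% of its calls were false, edgeR called 94.0% with 5.05% false, and DESeq2 called 94.5% with 10.4% false. Camera and fry called the 1 shifted set and none of the other 20. Figures were drawn with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and Matplotlib 3.10.9. Libraries from cultured cells and chromatin data of the study were not analysed here.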

Results

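RNA was sequenced from pieces of the heart ventricles of C57BL/6J mice in 4 groups of 4 animals. Transverse aortic constriction (TAC) narrows the aorta by a suture and puts the left ventricle under pressure overload, and the sham operation omits the suture. THZ1 is a covalent inhibitor of the kinases Cdk7, Cdk12 and Cdk13, which act on transcription by RNA polymerase II. Mice of each surgery received THZ1 or its vehicle, which gave the groups Sham-Veh, Sham-THZ1, TAC-Veh and TAC-THZ1. The deposited table held normalized counts of 22372 protein-coding genes in 16 libraries. The reads recovered from it came to 21.4 to 35.8 M (mega) per library, with a median of 28.2 M. The group means were 30.3 M reads for Sham-Veh, 26.3 M for Sham-THZ1, 28.7 M for TAC-Veh and 28.8 M for TAC-THZ1. Between 15287 and 15914 genes had at least 1 read in a library. The 13 mitochondrial genes took 33.2% to 44.7% of the reads. A gene with 0 reads in a library can still have been present at up to 3 reads at these depths, and this limit covers counting error alone. A total of 13331 genes reached 10 normalized counts in at least 4 libraries and were tested with limma. Fold changes are on the scale of log2(normalized count + 1), which understates the change of genes with low counts.

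The first question was where the drug placed the whole expression profile relative to sham and constricted hearts. The first principal component of the 2000 genes with the highest variance held 58.2% of the variance, and the second held 12.1%. The mean PC1 score was -22.2 ± 3.42 (SD, n = 4) in Sham-Veh, -22.6 ± 0.967 in Sham-THZ1, 42.0 ± 15.5 in TAC-Veh and 2.84 ± 8.80 in TAC-THZ1. The difference TAC-THZ1 minus TAC-Veh was -39.2, with an exact two-sided permutation p of 0.0286, the smallest that 4 against 4 libraries can give. The alternative that moved this difference most was the use of 500 genes, which gave -31.4. The TAC-THZ1 libraries stayed above the Sham-THZ1 libraries on PC1 by 25.5 (exact permutation p 0.0286). Sham-THZ1 and Sham-Veh differed by -0.37 on PC1 (exact permutation p 0.943), a difference whose sign changed with the number of genes and with the library left out. On PC2, TAC-THZ1 differed from TAC-Veh by -26.3 and from Sham-THZ1 by -22.1 (exact permutation p 0.0286 for each), while TAC-Veh and Sham-Veh differed by 0.74 (exact permutation p 0.686). The size of the PC2 shift came mostly from TAC-THZ1 replicates 1 and 3, at -32.0 and -27.6. Replicates 2 and 4 were at -8.73 and -5.65.

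**Figure D1:**
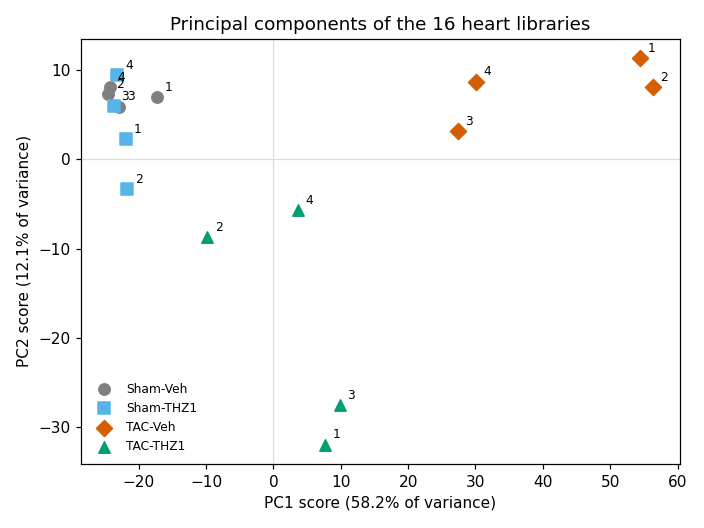
Scores of the 16 libraries on the first principal component (x axis, 58.2% of the variance) and the second (y axis, 12.1%), without units, with 1 point per library labelled by its replicate number and coloured by group. The mean PC1 score was 42.0 in TAC-Veh and 2.84 in TAC-THZ1, and both sham groups had a mean near -22.

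The comparison of TAC-Veh with Sham-Veh asked which genes respond to pressure overload. With an adjusted p under 0.05 and a log2 fold change of at least 1, 619 genes were higher in TAC-Veh, and 449 were lower at the mirrored threshold. The adjusted p alone gave 2857 genes higher and 3146 lower, and among alternatives at the same fold change and adjusted p a minimum mean of 50 normalized counts moved the higher genes most, to 374. Of the genes with a mean of at least 100 normalized counts and no overlap between the groups, fibromodulin rose most. Fmod (ENSMUSG00000041559, chromosome 1, 135933831 to 135944854) went from 11.3 ± 5.06 normalized counts in Sham-Veh to 686 ± 300.2 in TAC-Veh (SD, n = 4), a log2 fold change of 5.78 (SE 0.37, adjusted p 5.18e-08). Comp (ENSMUSG00000031849, chromosome 8, 72897447 to 72905964), Thbs4 (ENSMUSG00000021702, chromosome 13, 93521545 to 93564773) and Ltbp2 (ENSMUSG00000002020, chromosome 12, 86124162 to 86217482) were also among the genes that rose most, with log2 fold changes of 5.50, 5.29 and 5.08 and adjusted p-values from 6.45e-08 to 6.85e-08. Ces1d (ENSMUSG00000056973, chromosome 8, 95689967 to 95721737), Clcn1 (ENSMUSG00000029862, chromosome 6, 42236684 to 42265755), Col6a6 (ENSMUSG00000043719, chromosome 9, 105591747 to 105730415) and Kcnv2 (ENSMUSG00000047298, chromosome 19, 27397078 to 27411669) were among the genes that fell most, with log2 fold changes of -3.48, -3.33, -3.11 and -3.00 and adjusted p-values from 1.19e-05 to 2.70e-05. Ces1d belongs to a family of similar carboxylesterase genes, so its level is uncertain where short reads could not be assigned to 1 gene. Positions are on the NCBIM37 (mm9) assembly, and each names the span of the annotated gene.

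The comparison of TAC-THZ1 with TAC-Veh asked what the drug changed in constricted hearts. At an adjusted p under 0.05, 483 genes had a log2 fold change of -0.89 or less, and 246 genes had one of at least 0.89. The adjusted p alone gave 1899 genes lower and 2019 higher. Among alternatives at the same fold change and adjusted p, a minimum mean of 50 counts moved the lower genes most, to 267. Among them, a fit of the 2 groups compared moved the higher genes most, to 136, and gave 388 lower genes. The joint fit takes a common spread for all groups, and TAC libraries spread more than sham libraries. Its p-values for this comparison can therefore be too small. Col12a1 (ENSMUSG00000032332, chromosome 9, 79446798 to 79566638) fell most by the rule for named genes, from 1133 ± 772 to 76.4 ± 39.6 normalized counts (SD, n = 4), with a log2 fold change of -3.72 (SE 0.41, adjusted p 4.25e-05). Comp, Gdf15 (ENSMUSG00000038508, chromosome 8, 73153292 to 73156355), Fmod and Lox (ENSMUSG00000024529, chromosome 18, 52675723 to 52689521) were next, at -3.44, -3.38, -3.34 and -3.20, with adjusted p-values from 4.25e-05 to 1.89e-04. Cyp1a1 (ENSMUSG00000032315, chromosome 9, 57545420 to 57551629) rose most, with 1231 ± 356 normalized counts in TAC-THZ1. In TAC-Veh it had 0, 0, 6 and 0 reads in the 4 libraries, so its log2 fold change of 9.52 (SE 0.54, adjusted p 4.71e-08) depended on the pseudocount. Lrrc4b (ENSMUSG00000047085, chromosome 7, 51684388 to 51718721), Penk (ENSMUSG00000045573, chromosome 4, 4060678 to 4065966) and Inmt (ENSMUSG00000003477, chromosome 6, 55120620 to 55125037) rose by 2.66, 2.38 and 2.37 on the log2 scale, with adjusted p-values of 1.33e-05, 0.0011 and 0.00272.

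The overlap of both calls addressed how much of the induced program was lower under the drug. Of the 619 genes higher in TAC-Veh, 337 (54.4%) were called lower in TAC-THZ1, and 602 (97.3%) had a log2 fold change below 0. Of the 449 genes lower in TAC-Veh, 192 (42.8%) were called higher in TAC-THZ1, and 438 (97.6%) had a log2 fold change above 0. The median share of the TAC log2 change that was reversed was 63.0% for the higher genes and 60.0% for the lower genes. Among genes with an adjusted p under 0.05 in both comparisons, 2809 moved in opposite directions and 18 moved in the same direction. Both comparisons used the same TAC-Veh libraries, which by itself gives opposite changes. In 100 simulations with unchanged drug groups the overlap was 0 genes each time for the higher genes, against 337 observed. It was 0 each time for the lower genes, against 192. With no drug change simulated, hardly any gene can pass the adjusted p for THZ1. These counts of calls therefore do not test the effect of the shared libraries. The simulated share of induced genes below 0 was 12.8% to 92.8%, against 97.3% observed, and that of the lower genes above 0 was 12.4% to 94.9%, against 97.6%. The simulated median share reversed was -20.6% to 24.9% for the higher genes (median 2.44%), against 63.0% observed, and -24.0% to 27.0% for the lower genes (median 2.32%), against 60.0%. At most 1 gene passed the adjusted p in both comparisons in opposite directions in any simulation, against 2809 observed. At most 1 did so in the same direction, against 18, and the same limit holds for these counts of calls. The simulated Pearson r across genes, which are not independent replicates, was -0.715 to 0.519, against -0.790 observed. The simulations dealt the deviations of the 16 libraries at random over the 4 groups. The real TAC-Veh libraries spread most, with a median SD over genes of 0.218 on the log2 scale. The simulated ranges can therefore understate the effect of the shared libraries. With TAC-Veh divided into subsets of 2 libraries, 1 for each comparison, 89.4% to 95.9% of the induced genes lay below 0 over the 6 arrangements, 19.7% to 69.7% were called lower, and the median share reversed was 33.4% to 90.9%.

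**Figure D2:**
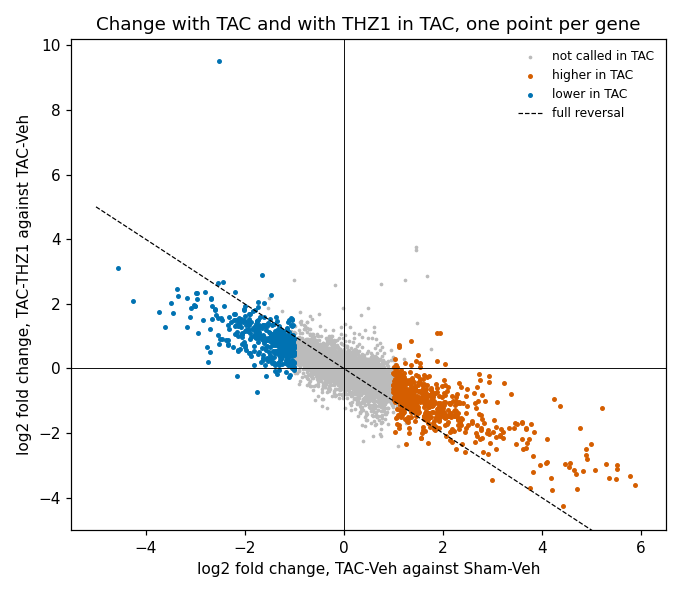
Log2 fold change of TAC-THZ1 against TAC-Veh (y axis) plotted against that of TAC-Veh against Sham-Veh (x axis), with 1 point for each of the 13331 genes, orange for the 619 genes higher in TAC, blue for the 449 lower and grey for the others. The dashed line marks a change under THZ1 equal and opposite to that with TAC, the isolated point at 9.52 is Cyp1a1, and the axes share the TAC-Veh libraries.

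A panel of 10 genes was fixed before the data were examined, as were the tests, thresholds, gene sets, rule for named genes and most alternatives. It held 7 stress genes and the 3 kinases that THZ1 binds. The stress genes were taken from those that the study names, some of them as known markers of heart failure, so that their result is not independent evidence. Between TAC-Veh and Sham-Veh, 10 of the 10 genes were called when adjusted over the list alone and 9 when adjusted over all genes tested. Between TAC-THZ1 and TAC-Veh, the 7 stress genes were called both ways. Nppa (ENSMUSG00000041616, chromosome 4, 147374831 to 147376188) had 3312 ± 844 normalized counts in Sham-Veh, 3090 ± 491 in Sham-THZ1, 103970 ± 70080 in TAC-Veh and 27484 ± 13780 in TAC-THZ1 (SD, n = 4). Its log2 fold change was 4.76 (SE 0.40, adjusted p 3.75e-07) with TAC and -1.83 (SE 0.40, adjusted p 0.00297) with THZ1 in TAC. Nppb (ENSMUSG00000029019, chromosome 4, 147359897 to 147361314) rose by 2.46 (SE 0.21, adjusted p 3.75e-07) with TAC and changed by -0.87 (SE 0.21, adjusted p 0.00529) with THZ1, a smaller change than the -0.89 used for the gene counts, while DESeq2 and edgeR on the recovered reads each gave -0.90. The study had set that threshold so that this gene would pass in these same libraries, so its passing or failing carries no evidence. A fit of TAC-Veh and TAC-THZ1 alone gave Nppb an adjusted p of 0.0550 for the same change, and the adjusted p ranged from 1.61e-04 to 0.0550 over the alternatives. Ctgf (ENSMUSG00000019997, chromosome 10, 24315248 to 24318489) rose by 2.97 (SE 0.34, adjusted p 5.94e-06) and changed by -2.30 (SE 0.34, adjusted p 2.50e-04). Rcan1 (ENSMUSG00000022951, chromosome 16, 92392198 to 92466391) rose by 2.48 (SE 0.16, adjusted p 5.18e-08) and changed by -1.38 (SE 0.16, adjusted p 5.19e-05). Postn (ENSMUSG00000027750, chromosome 3, 54165031 to 54194961) rose by 4.65 (SE 0.34, adjusted p 1.24e-07) and changed by -3.15 (SE 0.34, adjusted p 3.97e-05). Xirp2 (ENSMUSG00000027022, chromosome 2, 67284059 to 67364671) and Ankrd1 (ENSMUSG00000024803, chromosome 19, 36186455 to 36194334) rose by 2.25 and 2.30 with TAC and changed by -1.30 and -1.07 with THZ1 (adjusted p 5.48e-05 and 7.06e-04).

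The 3 kinases changed little. Cdk7 (ENSMUSG00000069089, chromosome 13, 101466982 to 101500897), Cdk12 (ENSMUSG00000003119, chromosome 11, 98064373 to 98139818) and Cdk13 (ENSMUSG00000041297, chromosome 13, 17807796 to 17896931) had log2 fold changes of -0.21, -0.21 and -0.22 with TAC (adjusted p 0.0144, 0.0684 and 0.00666). With THZ1 in TAC they had 0.02, -0.02 and 0.06 (adjusted p 0.826, 0.871 and 0.454). In sham mice, with the 4 groups in one fit, none of the 10 panel genes was called when adjusted over all genes tested, 2 had an unadjusted p under 0.05, and the same number were called when adjusted over the list alone. These were Ankrd1, at -0.89 (p adjusted over the list alone 0.00189), and Cdk7, at -0.26 (0.00438). Some alternatives changed the call over all genes tested. A fit of the sham groups alone called Ankrd1 (limma adjusted p 0.00663), Cdk7 (0.0211) and Nppb (log2 fold change -0.44, adjusted p 0.0186), array weights called Ankrd1 (0.00384) and Cdk7 (0.00726), and DESeq2 called Ankrd1 (0.00153).

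**Figure D3:**
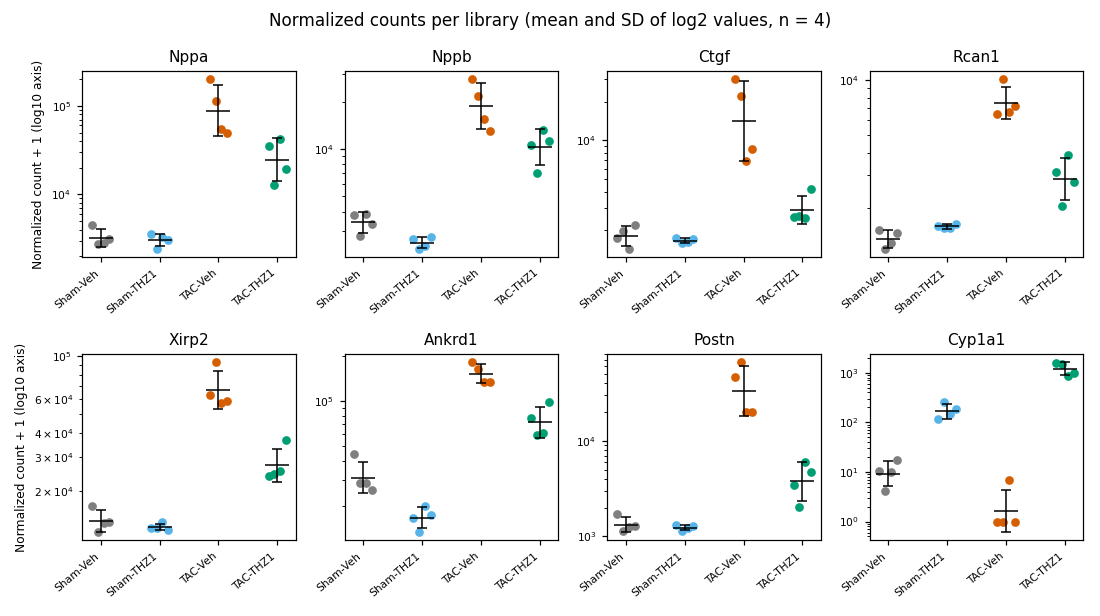
Normalized count + 1 (y axes, log10 scale) of 7 stress genes of the panel and of Cyp1a1 in the 4 groups (x axes), with 1 point per library and the mean and SD of the log2 values (n = 4) as bars. The Cyp1a1 counts of the 8 THZ1 libraries were at least 114 and those of the 8 vehicle libraries at most 16.1.

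The comparison of Sham-THZ1 with Sham-Veh asked what the drug changed without constriction. With the 4 groups in one fit, 9 genes had an adjusted p under 0.05, of which 3 were higher and 6 lower, and 917 genes had an unadjusted p under 0.05 where 667 would be expected by chance. Leaving out Sham-Veh replicate 2 gave 3 genes. The count depended on which libraries set the spread, since a fit of the 8 sham libraries alone called 465 genes and weights estimated per library called 513. All 9 genes were among the 465. The median SD over genes on the log2 scale was 0.098 in Sham-Veh and 0.092 in Sham-THZ1, against 0.218 in TAC-Veh and 0.141 in TAC-THZ1. The genes with the smallest adjusted p were AF085738 (ENSMUSG00000090625, chromosome 2, 174155820 to 174172213), A930016O22Rik (ENSMUSG00000040705, chromosome 7, 20004161 to 20006766), Cyp1a1, mt-Nd6 (ENSMUSG00000064368, mitochondrial genome, 13552 to 14070) and Nr4a3 (ENSMUSG00000028341, chromosome 4, 48058025 to 48099319). AF085738 fell from 288 ± 26.0 to 88.5 ± 20.5 normalized counts (SD, n = 4), with a log2 fold change of -1.72 (SE 0.19, adjusted p 0.00135). The other log2 fold changes were -1.32 for A930016O22Rik, 4.18 for Cyp1a1, -1.24 for mt-Nd6 and 1.46 for Nr4a3, with adjusted p-values of 0.00297, 0.00297, 0.00667 and 0.00667. Leaving out 1 library brought the adjusted p of mt-Nd6 and of Nr4a3 to 0.0510. Of the 6 genes called lower, 4 overlap a gene over 100 times more abundant on the other strand. An alternative chosen after seeing the data left out the genes that overlap a gene over 20 times more abundant. It also left out all mitochondrial genes, mt-Nd6 among them, and called 2 genes. The drop from 9 therefore does not isolate the overlap.

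The interaction asked whether the effect of THZ1 differed between TAC and sham mice. It was called for 1336 genes, of which 587 had a more positive and 749 a more negative drug effect in TAC. An adjusted p under 0.01 gave 263 genes, the largest move as a ratio, and leaving out single libraries gave 690 (without TAC-THZ1 replicate 2) to 2479 (without TAC-Veh replicate 3). Ace (ENSMUSG00000020681, chromosome 11, 105829259 to 105851278) had the smallest adjusted p, with 1940 ± 109, 2040 ± 54.2, 5584 ± 1104 and 2110 ± 226 normalized counts in Sham-Veh, Sham-THZ1, TAC-Veh and TAC-THZ1 (SD, n = 4) and an interaction of -1.46 (SE 0.16, adjusted p 0.00127). Nr4a3 rose by 1.46 with the drug in sham and changed by -0.97 in TAC, an interaction of -2.43 (SE 0.30, adjusted p 0.00177). Lrrc4b, Tnip3 (ENSMUSG00000044162, chromosome 6, 65540392 to 65584034) and Adamtsl2 (ENSMUSG00000036040, chromosome 2, 26934899 to 26964501) had interactions of 2.68, 1.78 and -2.24, each with an adjusted p of 0.00177. Of the 10 panel genes, 6 had an interaction when adjusted over the list alone and 4 when adjusted over all genes tested, namely Ctgf, Rcan1, Xirp2 and Postn. For Nppa and Nppb the interaction was -1.75 and -0.43, with adjusted p-values of 0.0561 and 0.358.

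The stress response left under the drug was read from TAC-THZ1 against Sham-THZ1, in which 155 genes were higher with an adjusted p under 0.05 and a log2 fold change of at least 1. Leaving out TAC-THZ1 replicate 1 gave 101 genes and leaving out TAC-THZ1 replicate 2 gave 248. Of the 619 genes higher in TAC-Veh, 106 (17.1%) were still called in this comparison. Nppa and Nppb were higher by 3.01 and 2.03 (adjusted p 3.47e-04 and 5.60e-05). Myh7 (ENSMUSG00000053093, chromosome 14, 55589525 to 55613471) and Acta1 (ENSMUSG00000031972, chromosome 8, 126415669 to 126418651), which were chosen after their values were seen, were higher by 3.19 and 3.04 (adjusted p 6.15e-04 and 4.45e-06).

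Gene sets for cardiac cell types and functions were compared with camera at a preset correlation of 0.01 between genes. Of 21 sets, 12 were called with TAC, 11 with THZ1 in TAC, 5 with THZ1 in sham and 10 for the interaction. The rotation test fry also called all 12 sets with TAC and all 11 with THZ1 in TAC, 6 of the 10 for the interaction and 0 of the 5 in sham, where 1 set had an unadjusted fry p under 0.05. With the correlation estimated from the data, camera called 0 sets in each comparison, and 2, 4, 1 and 2 sets had an unadjusted p under 0.05 in these 4 comparisons. The counts of called sets were also reached by other groupings of the same libraries, since with the real split included 2 of the 35 splits for TAC, 8 of the 35 for THZ1 in TAC and 6 of the 35 for THZ1 in sham gave as many sets. The median log2 fold change of 24 matrix and myofibroblast genes was 2.21 with TAC (camera adjusted p 1.54e-14, fry 7.22e-06) and -2.24 with THZ1 in TAC (camera 5.51e-19, fry 5.10e-05). For 13 genes of the fetal stress program it was 2.30 with TAC and -0.95 with THZ1 in TAC (fry adjusted p 7.39e-08 and 5.10e-05). The 25 cell cycle genes had medians of 0.63 and -1.17 (fry adjusted p 0.0263 and 9.06e-04). The 20 fatty acid oxidation genes had medians of -0.78 and 0.50, and the 27 oxidative phosphorylation genes had medians of -0.35 and 0.45, with fry adjusted p-values from 1.95e-04 to 0.00392. Fibroblast, immediate early and heat shock genes were also higher with TAC and lower with THZ1, and sarcomere genes were lower with TAC and higher with THZ1. Myeloid, epicardial and ribosomal protein genes were called higher with TAC and were not called with THZ1 in TAC. Endothelial genes (median -0.17) and DNA damage genes linked to Cdk12 (median -0.32) were called lower with THZ1 in TAC and were not called with TAC. In TAC-THZ1 against Sham-THZ1, camera called 10 sets, 7 higher and 3 lower, of which fry called 5, and other groupings of the libraries were not fitted for this count. With the correlation estimated from the data, camera called 0 sets here, and 1 had an unadjusted p under 0.05. Ribosomal protein genes (median 0.47, camera adjusted p 1.67e-15, fry 0.0166), myeloid genes (0.62, camera 7.85e-04, fry 0.0550) and fetal stress genes (0.86, camera 8.26e-06, fry 4.57e-04) were among those higher, as were fibroblast, matrix and myofibroblast, heat shock and erythroid genes. Endothelial, fatty acid oxidation and cell cycle genes were lower.

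**Figure D4:**
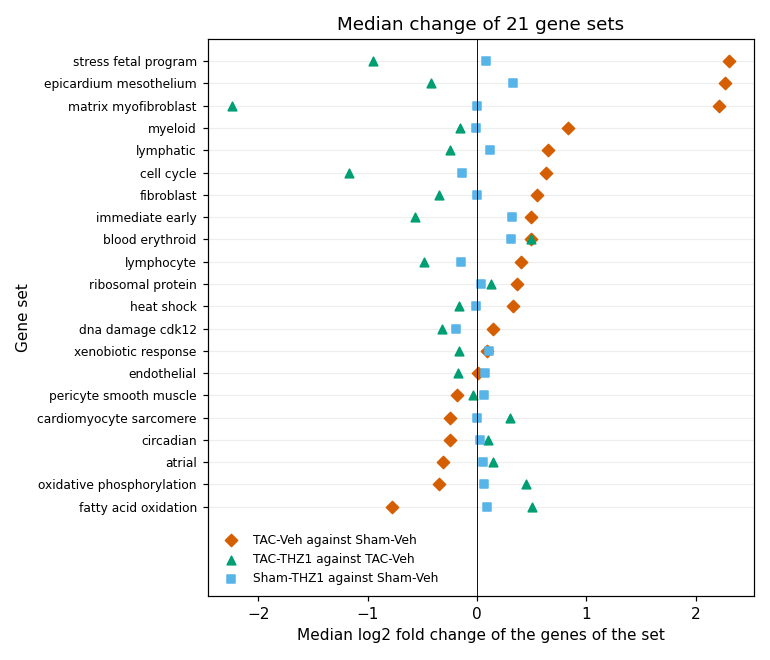
Median log2 fold change of the genes of each set (x axis) for the 21 gene sets (y axis, ordered by the change with TAC), with 1 marker per comparison. The matrix and myofibroblast set moved from 2.21 with TAC to -2.24 with THZ1 in TAC, and its median with THZ1 in sham was 0.0032.

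In sham mice, camera called immediate early genes (median 0.32, adjusted p 2.05e-04), fatty acid oxidation genes (0.091, adjusted p 0.0215), endothelial genes (0.073, adjusted p 0.0184) and xenobiotic response genes (0.11, adjusted p 0.0184) higher with THZ1, and DNA damage genes linked to Cdk12 lower (-0.19, adjusted p 0.00111). None of these 5 was called by fry, whose adjusted p-values were 0.164 to 0.870. For immediate early genes the drug effect differed between TAC and sham, with a median interaction of -0.81 (camera adjusted p 2.49e-06, fry 0.0406).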

Values the study reported

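The study counted 800 genes as higher with TAC. It found significant suppression under THZ1 for 401 of them (50%).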

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

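The tests of strand, gene length and GC content and of the splits of the libraries were set out beforehand for most results, and those of tissue admixture, Cyp1a1, constriction, the sham genes under THZ1 in TAC, the removal of GC and length trends from the overlap and the splits that kept the surgery were chosen only after the result was seen. The genes over a given strand ratio were looked at for several ratios, and the ratios of 20 and 100 given here were picked after seeing them.

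In 228 groups of 4 values, 11 values lay far from the other 3 of their group, where about 11.4 would be found by chance. Their number alone carries no sign of failed libraries. The values of a library are not independent, and several of the 11 fell in Sham-Veh replicate 1 and in TAC-THZ1 replicate 4. In Sham-Veh replicate 1, Thbs4 was at 128 normalized counts against 101 to 104 in the other libraries of the group, Ltbp2 was at 187 against 87.5 to 96.3, the mean log2 value of oxidative phosphorylation genes was 13.964 against 14.003 to 14.009, and that of epicardial and mesothelial genes was 4.98 against 2.78 to 3.08. In TAC-THZ1 replicate 4, Ctgf was at 4159 against 2496 to 2556, Xirp2 was at 36582 against 23787 to 25386, and A930016O22Rik was at 98.0 against 112 to 115. Penk was at 241 in Sham-Veh replicate 2 against 185 to 190. A930016O22Rik was at 154 in TAC-Veh replicate 1 against 80.1 to 89.2, the pericyte and smooth muscle mean was 10.40 in TAC-Veh replicate 4 against 10.10 to 10.12, and Cyp1a1 was at 5.94 in TAC-Veh replicate 3 against 0 in the other 3.

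For Sham-Veh replicate 1, a candidate explanation is that the piece held more epicardial or mesothelial tissue. Of 11 listed genes, 6 were tested, and 6 of the 6 were highest in this library among the 4 Sham-Veh libraries. The low genes Upk3b, Msln and Lrrn4 had 22.3, 18.03 and 8.49 normalized counts in it. The other Sham-Veh libraries had 0 to 1.60, 0 to 1.60 and 0 to 1.77. In Sham-THZ1, Upk3b was at 7.78 to 11.9, Msln at 3.58 to 8.64 and Lrrn4 at 0.864 to 5.07. For Upk3b and Msln the other Sham-Veh libraries were thus low beside Sham-THZ1, and not only replicate 1 high. The more abundant Wt1 and Aldh1a2, which the ventricle also expresses, had 164 and 133 against at most 153 and 111 in the other Sham-Veh libraries. The list was read because this library stood out on it, so the test ran on the genes of the pattern, and a tissue difference cannot be told apart from chance here. No biological explanation was tested, since the design separates no library within a group.

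The effect of THZ1 differed between TAC and sham mice for 1336 genes and for 25 of the 32 genes named by the rule. Many of these were picked for a large change in TAC, which favours a difference from sham. The effect in TAC minus that in sham, on the log2 scale, was below 0 for Ctgf (-2.18), Rcan1 (-1.61), Xirp2 (-1.19), Postn (-3.04), Fmod (-3.33), Comp (-3.20), Thbs4 (-3.06), Ltbp2 (-3.06), Col12a1 (-3.75), Gdf15 (-3.38), Lox (-3.65), Nr4a3 (-2.43), Ace (-1.46) and Adamtsl2 (-2.24). It was above 0 for Clcn1 (2.58), Col6a6 (1.95), Kcnv2 (1.83), Cyp1a1 (5.34), Lrrc4b (2.68), Penk (2.37), Inmt (2.30), AF085738 (1.56), A930016O22Rik (1.48), mt-Nd6 (1.42) and Tnip3 (1.78). The limma adjusted p-values ran from 0.00127 for Ace to 0.0386 for Kcnv2 and 0.05 for Inmt, which was only just under the threshold before rounding.

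Several technical explanations of the difference were set against the tables. Of 100 drawn splits of the 16 libraries into 4 groups, 3 gave as many interaction genes, and of 100 that kept TAC and sham libraries apart, 1 did, in each case counting the real one, so the count is larger than most arbitrary groupings give. The largest count from another split was 3394 genes in the first case and 1334 in the second, which is 2 genes short of the real one. The scaling of the libraries left the count at 1301 (upper quartile) and 1455 (quantile). For the 337 genes higher with TAC and lower with THZ1, removing each library's trend on GC content, gene span and exon length left 326 genes, 309 of them among the 337, which argues against such a trend as the whole cause. That the 2 comparisons share the TAC-Veh libraries is argued against by fits that gave each comparison 2 TAC-Veh libraries of its own, in which at least 89.4% of induced genes lay below 0 under THZ1. Of the splits of the libraries into groups of the same sizes, 2 of 100 gave an overlap as large, the real one included, and the largest overlap from another split was 406 genes.

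A milder constriction in the TAC-THZ1 mice stays open as a candidate explanation of the lower induced genes. It predicts that induced genes lie between sham and TAC-Veh. The cell cycle set, higher by 0.48 in TAC-Veh than in Sham-Veh, differed by -0.45 between TAC-THZ1 and Sham-THZ1, with an exact permutation p of 0.114, and by -0.54 between TAC-THZ1 and Sham-Veh (exact permutation p 0.0286). Of the 619 induced genes, 77 lay below Sham-THZ1 in TAC-THZ1 and 6 did so with an adjusted p under 0.05. The shift of the TAC-THZ1 libraries on PC2 by -22.1 from Sham-THZ1 is a part of the profile that lies off the line between sham and TAC-Veh, but it does not separate the explanations for the induced genes. An effect of THZ1 on the stressed heart and a difference in constriction cannot be told apart for these genes, because the expression data hold no measure of the pressure load.

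Cyp1a1, a gene of drug metabolism, was higher in THZ1 libraries of both surgeries. The lowest THZ1 library had 7.12 times the normalized count of the highest vehicle library, at overlapping sequencing depths, which argues against depth or the size factor as the cause. The interaction of 5.34 depended in part on TAC-Veh, where 6 reads in replicate 3 were all that was found, and the fitted change is no bound. A response through the aryl hydrocarbon receptor may lie behind it, but the other 4 target genes had a median log2 fold change of -0.317 in TAC-THZ1 against TAC-Veh and 0.051 in sham, and they went both ways, with Ahrr at 1.10 and Cyp1b1 at -0.80. A direct response and one in few cells were not separated by these genes.

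The genes lower with THZ1 in sham were also lower in TAC-Veh than in Sham-Veh, in 6 of 6 cases with log2 fold changes from -2.53 to -0.89, so that Sham-Veh stood above the other 3 groups. A weaker strand specificity of the Sham-Veh libraries may explain this, since 4 of the 6 overlap a gene over 100 times more abundant on the other strand. Over 97 genes with a ratio above 20, with called genes left out, Sham-Veh minus TAC-Veh was -0.0502 on the log2 scale (exact permutation p 0.171), Sham-Veh minus Sham-THZ1 was 0.10 (exact permutation p 0.0286), and Sham-Veh minus TAC-THZ1 was 0.014 (exact permutation p 0.486). Over 20 genes with a ratio above 100, Sham-Veh was higher than Sham-THZ1 by 0.19 (exact permutation p 0.0286), than TAC-Veh by 0.083 and than TAC-THZ1 by 0.077 (exact permutation p 0.200 for each). An effect of THZ1 on these genes was not seen in TAC mice, where their median log2 fold change was 0.17 and 4 of the 6 were higher, but they were already low in TAC-Veh, so it stays open in sham. The strand effect and an effect of THZ1 cannot be told apart, because the genes are few and, although Sham-Veh lay above Sham-THZ1 at both ratios, the difference from TAC-Veh changed sign between them and no exact permutation p against a TAC group was below 0.171.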

How the results depend on the processing

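The alternatives were planned except for 3 that were chosen after seeing the data, and no test in this part was chosen only after a result was seen beyond those. Over the counts of genes and sets, the principal components and the panel counts, 308 alternatives were compared, of which 266 kept their direction and stayed within 1.5 times of the reported count or on the same side of the threshold, 39 moved and 3 were reversed. For single genes, 765 of 775 alternatives over 60 results left the call as it was, 7 passed the threshold and 3 no longer did.

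A minimum mean of 50 normalized counts, which removes genes with low counts that are many of the calls, gave 374 genes higher and 285 lower with TAC, 267 lower and 153 higher with THZ1 in TAC, 217 in both calls and 85 higher with TAC under THZ1. The adjusted p alone, which drops the fold change, gave 2857, 3146, 1899, 2019, 1336 and 1514 genes for the same 6 counts. An adjusted p under 0.01 gave 263 interaction genes and 86 genes higher with TAC under THZ1. With the groups compared alone in the fit, 136 genes were higher with THZ1 in TAC and 465 were called in sham, and with array weights 151 and 513. The lower spread among sham libraries accounts for the direction in sham. The median SD over genes was 0.098 and 0.092 in the sham groups, against 0.218 in TAC-Veh and 0.141 in TAC-THZ1. The joint fit takes a common spread per gene for all groups, which by these medians is too narrow for TAC libraries. The wider spread in TAC goes with the fewer genes called there. For the fit of the groups alone, it was not separated from the smaller number of libraries. For the interaction all groups are compared, so that this alternative gives no other fit. DESeq2 called 33 genes in sham, and the cause was not tested. Of these, 9 were the 9 reported.

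Some alternatives were chosen after seeing the data. Leaving out genes on the other strand of an abundant gene and all mitochondrial genes left 2 genes called in sham. The 113 genes left out included called genes such as mt-Nd6, so the drop does not isolate the overlap. DESeq2 with no filter gave 30 genes in sham and 250 higher with TAC under THZ1, and the cause was not tested. It also gave 800 genes higher with TAC, 573 lower with THZ1 in TAC and 403 in both calls. Sham-THZ1 as the reference gave 647 genes higher with TAC, 511 of them among the 619.

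The PC1 difference between Sham-THZ1 and Sham-Veh was reversed with 500 genes (0.19), without Sham-Veh replicate 1 (1.09) and without Sham-THZ1 replicate 3 (0.18), in keeping with a difference near 0. Camera with the correlation estimated per set called 0 sets with TAC, 0 with THZ1 in TAC and 0 in sham (2, 4 and 1 at an unadjusted p under 0.05), and fry called 0 in sham (1 at an unadjusted p under 0.05). The cause was not tested.

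Fits that each left out 1 library gave 543 to 707 genes higher and 388 to 541 lower with TAC, 355 to 590 lower and 176 to 334 higher with THZ1 in TAC, and 238 to 414 in both calls. They gave 3 (without Sham-Veh replicate 2) to 12 genes in sham, 690 (without TAC-THZ1 replicate 2) to 2479 (without TAC-Veh replicate 3) interaction genes, and 101 (without TAC-THZ1 replicate 1) to 248 (without TAC-THZ1 replicate 2) genes higher with TAC under THZ1. The PC1 difference ran from -44.1 to -32.0 in TAC and from -1.49 to 1.09 in sham. Sets called ran from 11 to 13 with TAC, 10 to 14 with THZ1 in TAC and 3 (without Sham-Veh replicate 3) to 6 in sham, and panel genes from 9 to 10 with TAC, with 7 called in each fit for THZ1 in TAC.

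With the replicate number as a replicate block, 613 genes were higher with TAC, 474 were lower with THZ1 in TAC, 328 were in both calls, 7 were called in sham and 1134 had an interaction, each within 1.5 times of the reported count. Libraries with the same number did not deviate together, with a median correlation of 0.0078 over 24 pairs, of which 3 were over 0.1, against 0.0075 over 72 pairs with different numbers, so the numbers do not pair the mice.

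Another scaling or count model moved the median of all genes by less than 0.1 on the log2 scale in each contrast. With 4 libraries per group the exact permutation tests of single values cannot give a p below 0.0286.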

Other observations

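The splits of the sham libraries fitted alone and the tests of neutrophil, interferon, atrial and erythroid genes, of the mitochondrial share and of GC content in the gene counts were chosen only after the result was seen, and the other splits and the slopes on gene span and GC content were set out beforehand.

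Other splits of the libraries were fitted for each count of genes. With the real split included, 1 of the 35 splits of the 8 libraries gave as many genes higher with TAC, 1 of 35 as many lower with TAC, 1 of 35 as many lower and 1 of 35 as many higher with THZ1 in TAC, 1 of 35 as many in sham and 1 of 35 as many higher with TAC under THZ1. The largest count from another split was 142 genes for THZ1 in TAC, against 483 lower and 246 higher in the real one. For the counts of gene sets, again with the real split included, 2 of 35 gave 12 or more sets with TAC, 8 of 35 gave 11 or more with THZ1 in TAC and 6 of 35 gave 5 or more in sham. The other splits had a median of 6 sets and at most 14 with TAC, a median of 7 and at most 13 with THZ1 in TAC, and a median of 2.5 and at most 7 in sham. The number of called sets with TAC was thus larger than in most other splits, and the numbers with THZ1 in TAC and in sham do not tell the groups from arbitrary ones.

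With the sham libraries fitted alone, 465 genes differed between Sham-THZ1 and Sham-Veh, 287 higher and 178 lower with a median absolute log2 fold change of 0.29, and 1 of the 35 splits gave as many, with 14 genes as the largest count from another split. Removing each library's trend on GC content, gene span and exon length left 261 genes, 218 of them among the 465, which argues against these trends as the whole cause, although they may account for a part. Of the 465, 271 (58.3%) moved in the same direction with THZ1 in TAC. The hypothesis that THZ1 shifts many genes slightly in sham hearts, hidden in the joint fit by the wider spread of the TAC libraries, stays open beside a difference between the sham groups in handling or library preparation, for which the labels give no record.

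All 4 libraries of a group lay above the other 12 for 140 genes in Sham-Veh, 263 in Sham-THZ1, 863 in TAC-Veh and 135 in TAC-THZ1, and below them for 79, 90, 832 and 144. By chance 7.32 would be found, 1 in 1820 of the 13331 genes, if all 16 libraries were exchangeable. They were not, since 6003 genes differed with TAC at the adjusted p. For such genes a group stands apart by chance more often. The excess over 7.32 therefore does not measure genes specific to a group or to the drug.

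Lower expression of long genes was tested as a hypothesis from the role of Cdk12 in transcript elongation. The slope of log2 expression on log10 gene span changed with THZ1 by -0.044 in sham and by -0.098 in TAC (exact permutation p 0.0286 for each). With exon length and GC content in the same fit, the change of the span slope was -0.021 in sham and -0.044 in TAC. That of the GC slope was 0.82 in sham and 0.096 in TAC. The exact permutation p in TAC was 0.0857 for gene span and 0.714 for GC content, and in sham it was 0.0286 for each. Outside the joint fit, the slope on GC content was higher in Sham-THZ1 than in Sham-Veh by 0.86, and higher in TAC-THZ1 than in TAC-Veh by 0.36. A length effect of the drug and a GC difference between libraries cannot be told apart, because the 2 properties are linked over genes and 4 libraries per group allow no smaller p than 0.0286.

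The share of reads from mitochondrial genes changed by a mean of -2.28 percentage points from Sham-Veh to Sham-THZ1 (exact permutation p 0.0286) and by 4.65 from TAC-Veh to TAC-THZ1 (exact permutation p 0.171). A loss of nuclear transcripts under THZ1 in both surgeries predicts a higher share in both, so the sham value argues against that. A loss in TAC mice alone is not tested by the sham value and stays open.

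Neutrophil genes were higher in TAC-THZ1 than in TAC-Veh by a mean of 2.25 on the log2 scale over 9 of 15 listed genes that could be tested (exact permutation p 0.0857). S100a8 (ENSMUSG00000056054, chromosome 3, 90472993 to 90473956) had 1066 ± 1255 normalized counts in TAC-THZ1 against 46.6 ± 36.2 in TAC-Veh (SD, n = 4), and S100a9 had 1420 ± 1542 against 60.3 ± 41.8. The limma log2 fold changes were 3.66 (SE 0.93, adjusted p 0.00768) and 3.75 (SE 0.97, adjusted p 0.00862). Blood left in the tissue may be the source, but 6 erythroid genes rose by 0.64 (exact permutation p 0.371), and the difference between both lists had an exact permutation p of 0.0571. The libraries are too few and too spread to separate residual blood from neutrophils in the tissue. Globin genes share reads with near-identical copies, so their values are uncertain. A list of 14 interferon-response genes rose by 0.76 (exact permutation p 0.286), with Gbp4 at a log2 fold change of 1.53 (limma adjusted p 0.0345). The rise lay in TAC-THZ1 replicates 1 and 3, where Gbp4 was at 3546 and 4533 normalized counts. Replicates 2 and 4 had 672 and 601, within the TAC-Veh range of 292 to 750. Replicates 1 and 3 also had the highest neutrophil (8.36 and 7.53) and erythroid (10.88 and 10.70) mean log2 values of all libraries. These rises are therefore not shared by the whole TAC-THZ1 group.

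Atrial tissue in the ventricle pieces was considered for the rise of Nppa and Nppb with TAC. The atrial gene Myl7 reached at most 6.44 normalized counts in TAC-Veh, Sln at most 4.05 and Bmp10 at most 0.864 in any library, against 103970 for the mean of Nppa in TAC-Veh, which argues against atrial tissue as the source.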
